# Purification of replicating pancreatic β-cells for gene expression studies

**DOI:** 10.1038/s41598-017-17776-2

**Published:** 2017-12-13

**Authors:** Reyes Carballar, Maria de Lluc Canyelles, Claudia Fernández, Yasmina Martí, Sarah Bonnin, Esther Castaño, Eduard Montanya, Noèlia Téllez

## Abstract

β-cell proliferation is a rare event in adult pancreatic islets. To study the replication-related β-cell biology we designed a replicating β-cells sorting system for gene expression experiments. Replicating β-cells were identified by EdU incorporation and purified by flow cytometry. For β-cell separation islet cells were sorted by size, granularity and Newport Green fluorescence emission that was combined with emitted fluorescence for EdU-labelled replicating cells sorting. The purity of the resulting sorted populations was evaluated by insulin staining and EdU for β-cell identification and for replicating cells, respectively. Total RNA was isolated from purified cell-sorted populations for gene expression analysis. Cell sorting of dispersed islet cells resulted in 96.2% purity for insulin positivity in the collected β-cell fraction and 100% efficiency of the EdU-based cell separation. RNA integrity was similar between FACS-sorted replicating and quiescent β-cells. Global transcriptome analysis of replicating *vs* quiescent β-cells showed the expected enrichment of categories related to cell division and DNA replication. Indeed, key genes in the spindle check-point were the most upregulated genes in replicating β-cells. This work provides a method that allows for the isolation of replicating β-cells, a very scarce population in adult pancreatic islets.

## Introduction

Pancreatic β-cells are the unique cell type in the body that produces and secretes insulin in response to small variations in blood glucose levels to tightly control systemic glucose homeostasis. Β-cell mass reduction is a central event in the development of type 1 and type 2 diabetes, and β-cell regeneration is a potential curative treatment of the disease.

Β-cell replication is the primary mechanism of β-cell mass expansion in adult individuals, and represents a target for diabetes treatment to increase the functional β-cell mass. However, β-cell proliferation is a rare event in adult pancreatic islets^1–5^ and varies within a range of 0.4% to 6% of β-cells per day depending on age^5^. This low proportion of replicating β-cells inside the islet precludes molecular analysis of β-cell replication-related pathways in entire islets, since it may be masked by the highly abundant post-replicative islet cells. Recently, Klochendler and colleagues have developed a transgenic mouse model where cycling cells throughout the body become GFP-labelled allowing cell sorting of live replicating cells^6^. Despite the advantages provided by this system, its use is restricted to the study of β-cell replication in mouse islets.

On the other hand, nucleoside analogues have been extensively used for the identification of replicating cells. They are incorporated into the replicating DNA strands during the S phase of the cell cycle, and the most extensively used are BrdU, CldU and IdU. In order to visualize the incorporated nucleosides, all of them require the use of DNA denaturation facilitating sterical access of antibodies to the nucleosides. Alternatively, 5-ethynyl-20-deoxyuridine (EdU) is structurally similar to the natural nucleoside in which a terminal alkyne group replaces the methyl group in the 5th position. EdU detection is based on a copper-catalyzed covalent reaction between a dye-conjugated azide and the alkyne group of the EdU, known as Click chemistry^7^. The small sized dye-azide complex allows for efficient EdU detection avoiding harsh conditions that degrade the structure of the cells^8^.

Here, we sought to develop a method for replicating β-cells sorting based on EdU incorporation, suitable for global gene expression analysis and applicable to most of experimental designs and animal species.

## Methods

### Islet isolation and culture

FELASA guidelines and recommendations for the use of laboratory animals were followed (European and local government guidelines) and animal procedures were reviewed and approved by the Animal Research Committee of the University of Barcelona (identification number: DAAM 7082).

Islets from young adult male Wistar rats (Janvier, Saint Berthevin, France) were isolated by collagenase (Collagenase P; Boehringer Mannheim Biochemicals, Mannheim, Germany) digestion of the pancreas as previously described^9^. Isolated islets were hand-picked under a stereomicroscope two or three times, until a population of pure islets was obtained. Islets were cultured in RPMI 1640 (Sigma Immunochemicals, St Louis, MO, USA) supplemented with 100 U/ml penicillin and 100 mg/ml streptomycin containing 10% heat-inactivated foetal bovine serum (FBS) at 37 °C in a humidified atmosphere with 5% CO2. Thymidine analogues, 5-Bromo-2′-deoxyuridine (BrdU, Sigma) and 5-Ethynyl-2′-deoxyuridine (EdU, Molecular probes, Life Technologies, Eugene, OR, USA) were added into the culture medium at final concentration of 10 µM. For the analysis of continuous labelling with EdU, islets were cultured in 5.5 mM or 22.2 mM glucose with or without EdU for 7 and 14 days. Culture medium was replaced on a daily basis and BrdU was added to the islets for the last 24 h of culture. For replicating β-cells sorting, islets were cultured in 5.5 mM glucose with EdU overnight starting on the day of isolation.

### Cell dispersion and labelling

In order to strengthen β-cell identification, dispersed cells were labelled with Newport Green DCF, diacetate (NG, Invitrogen, Carlsbad, CA, USA). The diacetate form of NG requires esterase-mediated cleavage for subsequent binding to Zn^2+^. Once cleaved, NG becomes membrane-impermeant and is retained inside live β-cells^10^. For replicating cell identification, the DNA-incorporated EdU was detected by azide alkyne Huisgen cycloaddition reaction. The EdU contains an alkyne which can be reacted with an azide-containing detection reagent, to form a stable triazole ring (Click reaction), eliminating the use of antibodies for detection and subsequent major permeabilization-based protocols^7^.

Cultured islets were washed with Ca^2+^ and Mg^2+^-free PBS prior trypsinization. Islets were disaggregated by gentle continuous pipetting in trypsin–EDTA 0.05% (Sigma) with DNase (1 mg/ml) (RQ1 RNases-Free DNase, Promega, Madison, WI, USA) for 6 min. in a water bath at 37 °C^11^. Dispersed islet cells were washed once with PBS and incubated with 25 µM NG at 37 °C for 30 min, protected from light. Following one 1% BSA-PBS wash, EdU labelling was performed by means of the Click-iT® EdU Alexa Fluor®647 Flow cytometry Assay Kit (Invitrogen, Eugene, OR, USA). Briefly, cells were fixed in 2% paraformaldehyde–PBS at room temperature (RT) for 15 min., and washed once with 1% BSA-PBS before mild permeabilization with a saponin-based reagent for additional 15 min. at RT. The click reaction buffer was prepared following the manufacturer’s instructions and added to the washed cells for 30 min. at RT. Prior to flow cytometry, labelled cells were washed twice with FACS buffer (PBS, 2 mM EDTA, 0.5%BSA) and transferred into 35 µm nylon mesh cell strainer caped-tubes (BD biosciences, Erembodegem, Belgium). 400 units of RNasin plus RNase inhibitor (Promega) were added to the buffer or solution used in each step from the cell fixation with PFA until cell sorting.

### Cell sorting

Unstained cells and FMO (fluorescence minus one), treated in the same way, were used as negative control in each experiment and served as autofluorescence control. Sorting was done using a Beckman-Coulter MoFlo Astrios cell sorter equipped with a 100-μm flow tip and operated at a sheath pressure of 25 psi. The laser illumination power was set to 150 mW for NG excitation at 488 nm, and to 100 mW for Alexa 647 excitation at 640 nm. The barrier filters were 517/26 nm for NG, and 671/30 nm for EdU Alexa 647 fluorescence. Before cell sorting, cells were filtered through a 35 μm strainer to eliminate all remaining cell clumps. Initially, doublets are excluded by using pulse processing (FSC-H vs. FSC-A) followed by the exclusion of debris gating on a two physical parameter dot plot (FSC/SSC). Β-cells were gated as FCS^hi^/SSC^hi^/NG^hi^. Mitotic and post-mitotic cell subpopulations were selected as EdU+ or EdU- respectively. An average sorting rate of 200 events per second was maintained. Sorted cells were collected in 150 μl of PKD buffer (Qiagen).

### Immunofluorescence

Cultured islets were fixed overnight in 4% paraformaldehyde-PBS at 4 °C, embedded in paraffin, sectioned and immunostained after deparaffinization and rehydration.

Β-cell replication in cultured islets was determined by BrdU incorporation (Cell proliferation kit, GE Health Care, Amersham, UK), and β-cell apoptosis by TUNEL assay (*In Situ* Cell Death Detection Kit, ApopTag®, Intergene, Oxford, UK) combined with insulin immunofluorescence (1/50, SC-9168, Santa Cruz Biotechnology, Inc., Santa Cruz, CA) as previously described^12^.

For EdU detection in cultured islets the click chemistry-based Click-iT EdU assay (Click-iT® EdU Alexa Fluor® 594 Imaging Kit; Molecular Probes, Life Technologies) was used according to the manufacturer’s instructions. Briefly, sections were permeabilized with saponin and incubated with the Click-iT reaction cocktail for 1 h at room temperature. This labelling method was combined with insulin immunofluorescence.

Β-cell purity in sorted populations was determined by insulin and c-peptide immunofluorescence as follows. Sorted populations were directly collected in 1% BSA-PBS, washed twice with PBS and incubated overnight with the rabbit anti-insulin antibody (1/100) or mouse-anti c-peptide antibody (1/50, Abcam) diluted in 1% BSA-PBS + 0.3% triton. Donkey anti-rabbit Alexafluor-488 labelled antibody (1/400) was used for β-cell visualization. Cells were loaded into the haemocytometer for counting. At least 200 cells were counted for each sorted population. The experiment was replicated 8 times with islets isolated from 8 different rats.

### RNA isolation, cDNA synthesis and qPCR

Total RNA was extracted with RNeasy FFPE kit (Qiagen, Crawley, UK) according to manufacturer’s instructions with the following variation. Sorted cells were directly collected in PKD buffer, immediately treated with 200 μg/ml proteinase K (Qiagen) at 56 °C for 3 h with continuous shaking. This modification significantly increased the RNA extraction yield. mRNA was linearly amplified with the Arcturus® RiboAmp® HS PLUS RNA Amplification Kit (Arcturus, Life Technologies, Foster City, CA, USA) or Complete Whole Transcriptome Amplification Kit (Sigma WTA2) following the manufacturer’s protocol. RNA quality was assessed by using the Agilent RNA Nano kit in the Bioanalyzer 2100 (Agilent Technologies, Inc., Palo Alto, CA).

cDNA synthesis was performed from 200 ng of amplified RNA using the High Capacity cDNA Reverse transcription kit (Applied Biosystems, Life Technologies). qPCR was run in a 7900HT Fast Real-Time PCR system (Applied Biosystems). Gene expression data was analysed with the free-access software Gene Expression Suite v1.0.3 (Applied Biosystems). A full listing of assays, gene names and assay identification numbers is given in Table 1.

**Table 1:** Gene expression assays from Applied Biosystems used for real-time qPCR.

	**Gene Symbol**	**Gene Name(s)**	**Assay ID**
Target genes	Acta2	smooth muscle alpha-actin	Rn01759928_g1
	Amy2a3	amylase 2a3	Rn00821330_g1
	Bmi1	Bmi1 polycomb ring finger oncogene	Rn01487369_g1
	Ezh2	enhancer of zeste homolog 2 (Drosophila)	Rn01500681_mH
	Foxo1	forkhead box O1	Rn01494868_m1
	Gcg	glucagon	Rn01485212_m1
	Hdac5	histone deacetylase 5	Rn01399498_g1
	Ins2	insulin 2	Rn01774648_g1
	Krt20	keratin 20, type1	Rn00597548_m1
	Mki67	antigen identified by monoclonal antibody Ki-67	Rn01451441_g1
	Pcam1	platelet/endothelial cell adhesion molecule 1	Rn01467262_m1
	Pcna	proliferating cell nuclear antigen	Rn00574296_g1
	Plk1	Polo Like Kinase 1	Rn00690926_m1
	Ppy	Pancreatic polypeptide	Rn00664680_g1
	Pttg1	pituitary tumor-transforming 1/securin	Rn00574373_m1
	Ska3	Spindle And Kinetochore Associated Complex Subunit 3	Rn01488687_m1
	Slc16a1	monocarboxylate transporter 1	Rn00562332_m1
	Spc25	NDC80 Kinetochore Complex Component	Rn01484156_m1
	Sst	somatostatin	Rn00561967_m1
	Vim	vimentin	Rn00667825_m1
Housekeeping genes	18srRNA	18S ribosomal RNA	Hs99999901_s1
	Hprt1	hypoxanthine phosphoribosyltransferase 1	Rn01527840_m1
	Rpl30	ribosomal protein L30	Rn01504620_g1
	Rps17	40S ribosomal protein S17-like	Rn00820807_g1

### Global gene expression profiling

Total RNA was amplified using the TransPlex Complete Whole Transcriptome Amplification Kit (Sigma WTA2) to generate the cDNA. Cyanine-3 (Cy3) labelled cDNA was prepared from 500 ng of double stranded cDNA using the SureTag Complete DNA Labelling kit (Agilent 5190-4240) according to manufacturer’s instructions. Dye incorporation and cDNA yield were checked with the NanoDrop ND-1000 Spectophotometer. 600 ng of Cy3 labelled cDNA was directly mixed with hybridization buffer and Agilent blocking agent incubated at 95 °C for 3 minutes and immediately transferred on ice. Then, it was hybridized to Agilent SurePrint G3 Rat Gene Expression v2 8 × 60 K Microarray (amadid ID: 074036) for 40 h at 65 °C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed 1 minute at room temperature with GE Wash Buffer 1 (Agilent) and 1 minute with 37 °C GE Wash buffer 2 (Agilent), then dried immediately by brief centrifugation. Microarrays were scanned on an Agilent G2539A scanner at 3 µm resolution and 100%PMT. The intensity data of each individual hybridization were extracted and the quality was assessed with the Feature Extraction software 10.7 (Agilent). Samples were processed in triplicates: three quiescent β-cells samples, and three replicative β-cells samples. Raw data was corrected for background noise using the normexp method. Quantile normalization was applied to assure comparability between samples. Differential expression analysis was carried out on non control probes with an empirical Bayes approach on linear models. A paired test was applied, taking into account that the cells were separately sorted from 3 different islets preparations. Results were corrected for multiple testing according to the False Discovery Rate (FDR) method^13^. All pre-processing and statistical analyses were performed with the Bioconductor project in the R statistical environment, in particular the limma package^14,15^. For Gene Set Enrichment Analysis (GSEA), *rattus norvegicus* Gene Ontology gene sets were downloaded from the Gene Ontology website (www.geneontology.org/page/gene-associations/gene_association.rgd.gz) and transformed into a format suitable for the GSEA software. P-values were computed using a t-Test, using 1000 permutations (“gene_set” permutation type) and the default Signal2Noise metric. Nominal p-values were then corrected for multiple testing using the False Discovery Rate. For EnrichR analysis, probes were selected based on p-value lower than 0.001 and absolute linear fold change higher than 2. Median intensities are retrieved for a gene if it is represented by multiple probes. Those genes were fed into the EnrichR software to test for enrichment of pathways and ontologies^16^. Data have been deposited in Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo), accession number GSE104387.

### Statistical analysis

Results are expressed as means ± SEM for 4–8 independent experiments. Statistical analysis were performed using GraphPad Prism 6 software, and differences among means were evaluated using the Student’s paired t test with p < 0.05 considered significant.

### Data availability

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

## Results

### Continuous labelling with EdU *ex vivo*

Long term labelling of mice with halogenated thymidine analogues has been found to inhibit β-cell proliferation *in vivo* ^17^. In order to evaluate the effects of EdU on β-cell replication and viability, rat pancreatic islets were cultured with or without 10 µM EdU at basal and high glucose concentrations. B-cell replication and apoptosis were unaffected by one week exposure to EdU at both glucose concentrations (Fig. 1A,C). After 14 days exposure to EdU, β-cell replication remained unaffected but β-cell apoptosis was significantly increased (Fig. 1B,D). Accordingly, the percentage of EdU labelled β-cells at the end of the 7 days-culture was approximately 7-fold over the 1 day labelling with BrdU (5.5 mM glc and 24 h-BrdU pulse: 0.51 ± 0.08% labelling; 5.5 mM glc and 7days-EdU pulse: 4.3 ± 0.48% labelling); and longer pulse of EdU did not result in further β-cell labelling (5.5 mM glc and 14days-EdU pulse: 2.45 ± 0.94% labelling) (Fig. 1E,F). Therefore, continuous exposure of cultured pancreatic islets to EdU for one week is suitable for β-cell replication experiments, whereas longer cultures should be avoided.

**Figure 1:**
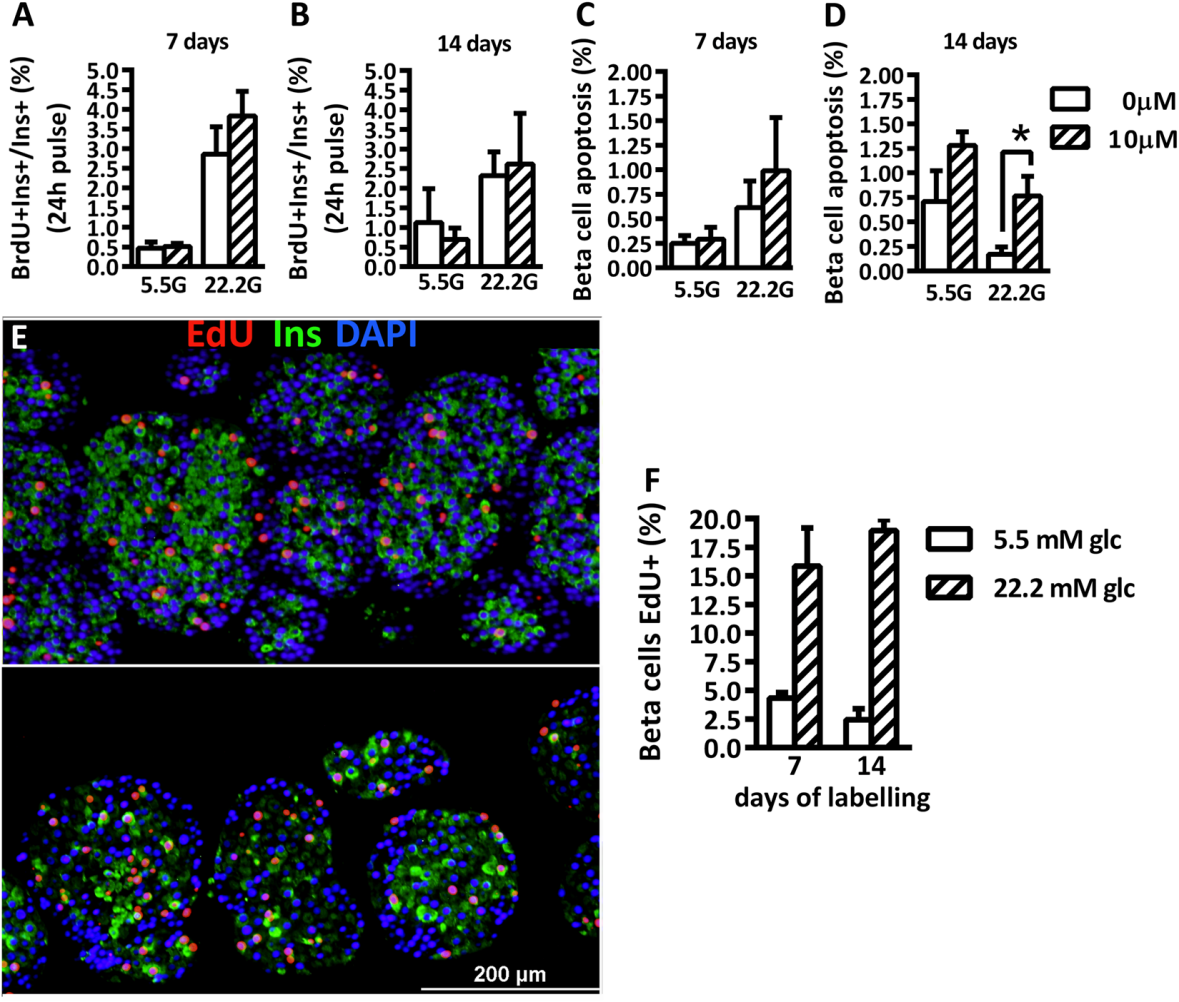
Continuous labelling of islets with EdU *ex vivo*. Rat pancreatic islets were cultured at 5.5 or 22.2 mM glucose in the presence or absence of 10 µM EdU. 10 µM BrdU was added into the culture medium for the last 24 h. (**A**,**B**) β-cell replication (BrdU incorporation) and (**C**,**D**) β-cell apoptosis (TUNEL) of islets exposed to EdU for 7 days (**A**,**C**) or 14 days (**B**,**D**). Values are means ± SEM of n = 8. *p < 0.05. (**E**) Representative image of EdU and insulin staining on islets cultured for 7 (top) or 14 days (bottom) at 22.2 mM glucose with continuous EdU labelling. (**F**) Quantification of β-cells positive for EdU.

### Fluorescent Activated Cell Sorting (FACS) of replicating β-cells

Live β-cells from rat islets are efficiently purified by FACS according to size (Forward Scatter Light, FSC), granularity (Side Scatter Light, SSC) and auto-fluorescence when excited at a wavelength of 488 nm^18–21^. The use of NG, a zinc-binding fluorochrome, further improves β-cell identification^22^. EdU labelling requires cell fixation and mild permeabilization to allow the Alexa Fluor-labelled azide molecule reach the DNA-integrated thymidine analogue in replicating cells. Cell fixation and permeabilization resulted in loss of intracellular NG with subsequent poor green fluorescence in β-cells and reduced size (Supplementary Figure 1). Nevertheless, pure β-cells were obtained by sorting islet cells by size, granularity and green fluorescence emission (Fig. 2A). Four cell fractions were collected: Replicating β-cells (SSC^hi^, FSC^hi^, NG^+^, EdU^+^), Quiescent β-cells (SSC^hi^, FSC^hi^, NG^+^, EdU^−^), Replicating non-β-cells (SSC^low^, FSC^low^, NG^−^, EdU^+^) and Quiescent non-β-cells (SSC^low^, FSC^low^, NG^−^, EdU^−^). One hundred per cent of the cells collected in the replicating β-cell fraction was positive for EdU and 96 ± 1% and 98.8 ± 1.2% stained for insulin and c-peptide, respectively (Fig. 2B,C). In the non-replicating β-cell population, 100% of cells were negative for EdU and 95 ± 1%, and 99.5 ± 0.07% stained positive for insulin and c-peptide, respectively (Fig. 2B,C). In non-β-cell fractions 7.8 ± 0.1% of cells stained positive for insulin.

**Figure 2:**
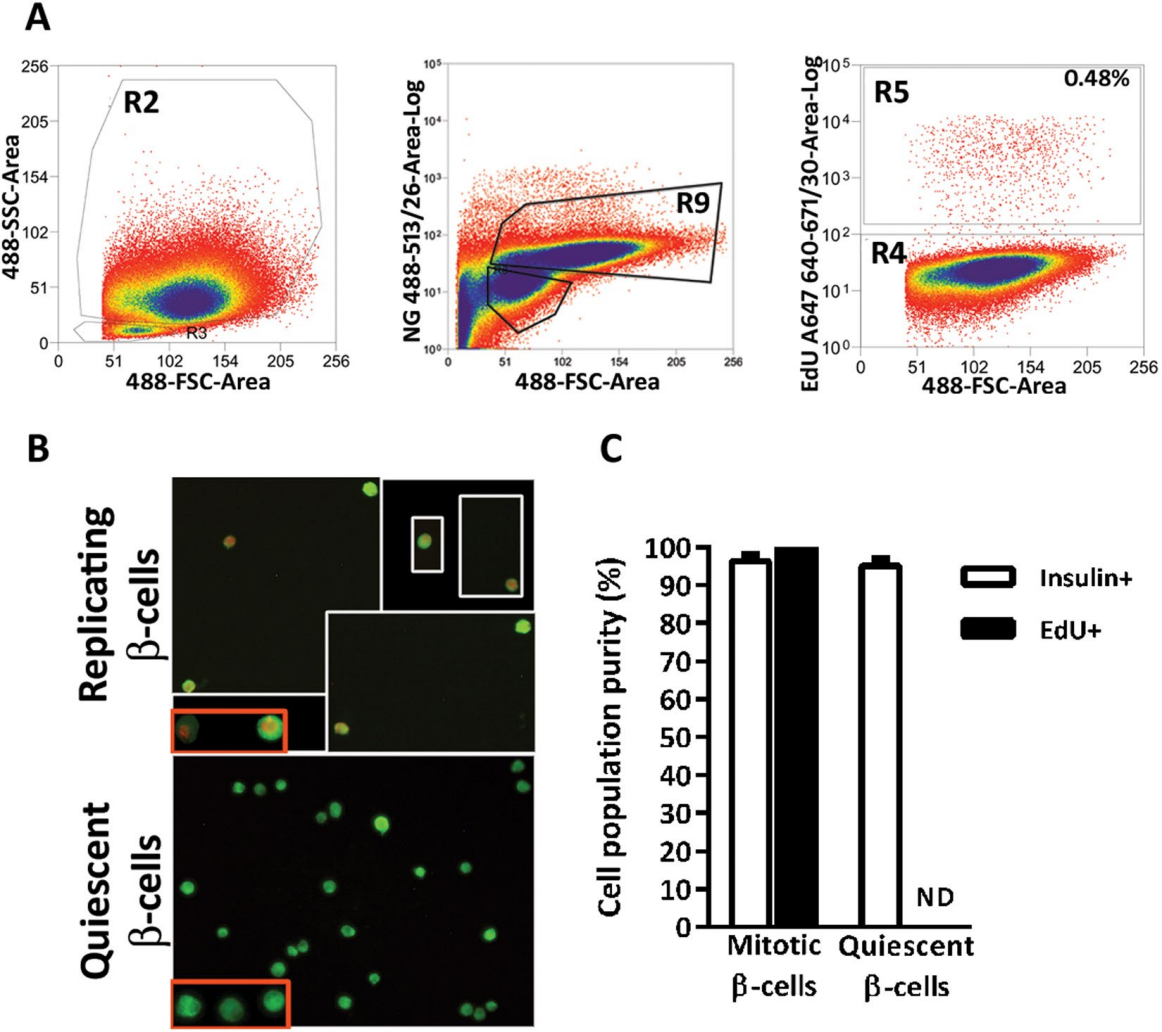
Efficiency of replicating and quiescent β-cell sorting. (**A**) Replicating and quiescent β-cells were sorted after gating on SSC-A^hi^/FSC-A^hi^ (R2) and FSC-A^hi^/NG-A^hi^ (R9) for β-cell population, and EdU647^+^ (R5) and EdU647^−^ (R4) for replicating and quiescent cells, respectively. (**B**) To assess the purity of each cell population, sorted cells were labelled with insulin, visualized and (**C**) counted. Mitotic β-cell population is illustrated as a composite of pictures from 4 different fields to show a representative number of cells. Insets framed in red show replicating (top) and quiescent (bottom) β-cells at higher magnification. ND: Non-detected. Values are means ± SEM of n ≥ 5.

The number of cells collected per rat pancreas ranged from 760 to 1200 cells in the proliferative β-cell fraction and from 4 × 10^4^ to 6 × 10^4^ cells in the quiescent β-cell fraction.

### RNA isolation from quiescent and replicating sorted cells

RNA was isolated from replicating and quiescent β-cell fractions. RNA extraction from the quiescent β-cell fraction that consisted of approximately 2 × 10^4^ cells, was up to 160 ng of RNA (~8 pg RNA/cell), whereas for the replicating fraction with ≈1000 cells, the collected RNA yielded ~5 ng of RNA (~5 pg of RNA/cell). Similar results were obtained in the RNA extraction from 1000 quiescent β-cells, excluding the possibility that replicating β-cells had lower content of RNAs. Thus, the efficiency of RNA extraction correlated with the number of cells in the fraction.

mRNA integrity analysed by the Agilent 2100 Bioanalyzer was similar between the two collected fractions, and electropherograms displayed the expected RNA mobility curve shown for other cell types^23^. For gene expression analysis, equal amounts of retro-transcribed cRNA were loaded for replicating and quiescent β-cell samples. Expression of the housekeeping genes (18*S, hpdt1, rpl30* and *rps17*) was similar between replicating and quiescent β-cells, indicating that the amount of loaded mRNA was similar in both groups (Fig. 3A).

**Figure 3:**
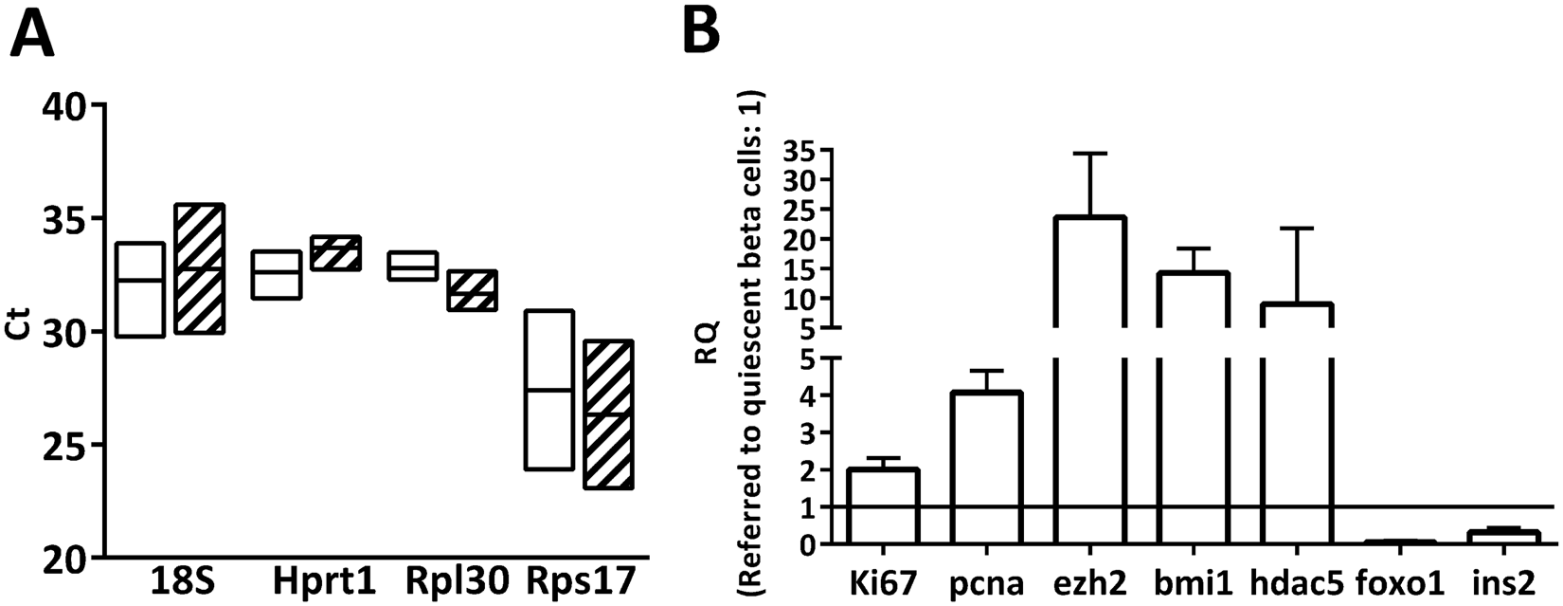
Gene expression of replicating β-cells. (**A**) Ct values of housekeeping genes used as endogenous controls amplified in replicating (empty) and quiescent β-cells (hashed). Values are represented as median [IQR] of n = 6. (**B**) Differential expression of cell-cycle related genes and insulin in replicating over quiescent β-cells. Values are means ± SEM of n = 4.

In order to confirm the purity of the collected fractions, a panel of pancreatic cell types and proliferation markers were analysed in both fractions. Gene expression of amylase (*amy)*, keratin 20 (*krt20)* and *pecam1* were undetectable in our samples, indicating the absence of contaminating acinar, duct or endothelial cells (data not shown). However, mRNAs encoding for glucagon (gcn) and somatostatin (sst) were detected in 2 out of 11 samples from both fractions, and pancreatic polypeptide (ppy) in 6 out of 11. Finally, vimentin the major cytoskeletal component of mesenchymal cells was detectable in both β-cell fractions and levels of expression in the replicating β-cell fraction were doubled compared to the quiescent β-cell fraction. α-smooth muscle actin (acta2), a marker for the epithelial to mesenchymal transition (EMT) was undetectable.

*ki67* and *pcna* mRNAs, two established markers of cell cycle progression^24^ were significantly higher in replicating β-cells compared with the non-replicating β-cell population. Similarly, the Polycomb Repressive Complex (PRC) members, *bmi1* polycomb ring finger oncogene (*bmi1*) and the enhancer of zeste homolog 2 (*ezh2*) were upregulated in replicating β-cells (Fig. 3B). Both repressors regulate the expression of the product of the Ink4a locus (*cdkn2a)* that in turn negatively regulates cell cycle progression by targeting cdk4-cycD2^25,26^. Histone Deacetylase 5 (HDAC5), a Class IIa HDAC that is associated with cell cycle progression in several cell types^27^ was also upregulated in the replicating β-cell population. Finally, gene expression of the forkhead box protein O1 (*Foxo1*) and insulin (*ins*) was significantly downregulated in replicating β-cells. These results confirm the enrichment of replicating cells in the EdU+ β-cell fraction.

### Genes up-regulated in replicating β-cells

We next analysed the global transcriptome of replicating and quiescent β-cells using gene expression arrays. 

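Sorted cells from 3 islet preparations, each made from the islets of 4 rats, gave 6 samples, so that every preparation had 1 array of replicating (EdU-positive) and 1 array of quiescent (EdU-negative) β-cells. The RNA had been amplified to cDNA, labelled with Cy3 and hybridized to Agilent rat gene expression arrays, on which each spot carries an oligonucleotide probe. The authors deposited the signals that Feature Extraction 10.7.3.1 read from each array, not normalized between arrays, and a table of log2 values after normexp background correction and quantile normalization. The deposited mean signal and local background of each spot were used here. Following the study's methods, they were corrected with normexp, for which the text names no offset and an offset of 50 was taken, and quantile normalized over all spots. Control spots were left out after normalization and spots marked as outliers by Feature Extraction were left out, between 252 and 1583 per array. The spots of 1 probe were averaged, which gave 45598 probes, and limma was fitted to the log2 values with the islet preparation as a block. A log2 ratio is replicating over quiescent throughout. No spot was saturated. The share of probes with a signal well above background was 86.5%, 80.7% and 87.3% on the replicating arrays of preparations 1, 2 and 3. It was 96.4%, 98.4% and 85.6% on the quiescent arrays of the same preparations. The number of arrays limits the precision of every value.

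**Figure D1:**
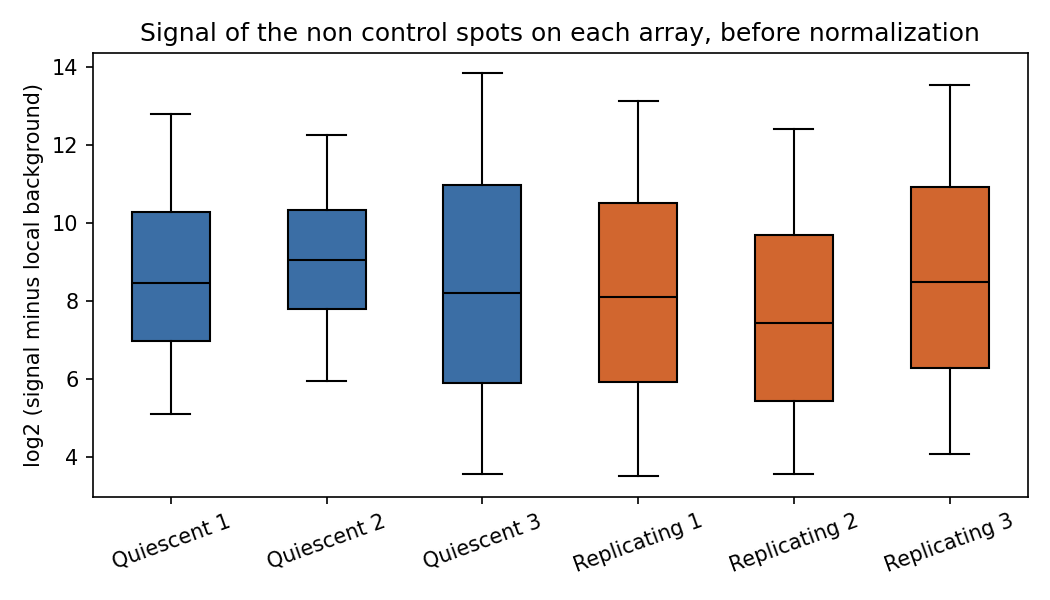
Log2 signal minus local background of the non control spots on each of the 6 arrays before normalization. Boxes span the middle of the spots from the 25th to the 75th percentile, the line is the median and the whiskers reach the 5th and 95th percentiles; the box of quiescent array 2 lies between 7.80 and 10.33, and that of quiescent array 3 between 5.88 and 10.98.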

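No probe had an adjusted p under 0.05 (0 of 45598) in limma with Benjamini-Hochberg adjustment over all probes, and the smallest adjusted p was 0.0863. At an unadjusted p under 0.05 there were 4542 probes, or 9.96% of those tested. The count at the adjusted p moved most when quantile normalization was replaced by scaling to the 75th percentile, which called 719 probes. Arrays of 1 group differed from each other unequally. Over all probes, Pearson's r between the replicating arrays lay between 0.967 and 0.986, across probes that are not independent replicates. Between the quiescent arrays it was 0.831 for preparations 1 and 2, 0.868 for 1 and 3, and 0.655 for 2 and 3. The log2 ratios of the preparations were correlated across probes with an r of 0.631 for 1 and 2, 0.163 for 1 and 3, and 0.0156 for 2 and 3.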

A high variation within experimental groups did not allow to select genes of interest based on the adjusted p-value. However, different selection criteria (non-corrected p-value inferior or equal to 0.05 and absolute log2 ratio superior or equal to 1) allow to extract 5500 differentially expressed genes (2043 and 3457 down- and up-regulated in the replicating β-cells, respectively). 

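The paper gives these counts as genes. With every spot counted on the deposited log2 values, and spots marked as outliers kept, limma gave 3445 higher and 2037 lower. This way of counting was chosen only after the result was seen. With the spots of a probe averaged, limma with the islet preparation as a block called 4136 probes at the same thresholds. Of these, 2083 were higher and 2053 lower in the replicating β-cells. They stood for 1452 genes with a symbol among the higher probes and 710 among the lower. Of the higher probes, 2042 had a ratio above 0 in all 3 preparations, and of the lower probes 1644 had a ratio below 0 in all 3. The sizes of the ratios differed between preparations. The median log2 ratio of the higher probes was 1.51, 2.23 and 0.75 in preparations 1, 2 and 3. That of the lower probes was -2.16, -2.36 and -0.20. In preparation 3 the ratio was above 1 for 768 of the higher probes and below -1 for 73 of the lower probes. Without preparation 1, 531 probes were called higher and 65 lower, and without preparation 3 the counts were 5282 and 5733. Probes whose name in the array files was an identifier, such as a sequence accession or a LOC number, made up 71.9% of the lower probes. They made up 26.1% of the higher probes and 45.7% of all probes. Some of them were given a gene symbol here by their accessions.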

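At an unadjusted p under 0.001 and a fold change over 2, 174 probes were selected, for 118 genes with a symbol. All 174 were higher in the replicating β-cells. This depended on the processing: with 75th percentile scaling 491 of 809 selected probes were lower, and without preparation 3 440 of 541 were. Under the other alternatives between 0 and 14 were lower. Hierarchical clustering of the 6 arrays on the 174 probes, by Euclidean distance of z-scores with complete linkage, put the 3 quiescent arrays in 1 branch and the 3 replicating arrays in the other. Probes selected for a difference between the groups separate the groups by construction, so the arrays were also clustered on the 44652 probes with a value on every array. There quiescent array 2 stood alone and the other 5 arrays shared a branch. The next division parted quiescent array 1 from a branch of quiescent array 3 and the 3 replicating arrays. The mean r within groups exceeded that between groups by 0.11 on the selected probes, and by 0.0387 on all probes, where the standard deviation of the r values within groups was 0.127.

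**Figure D2:**
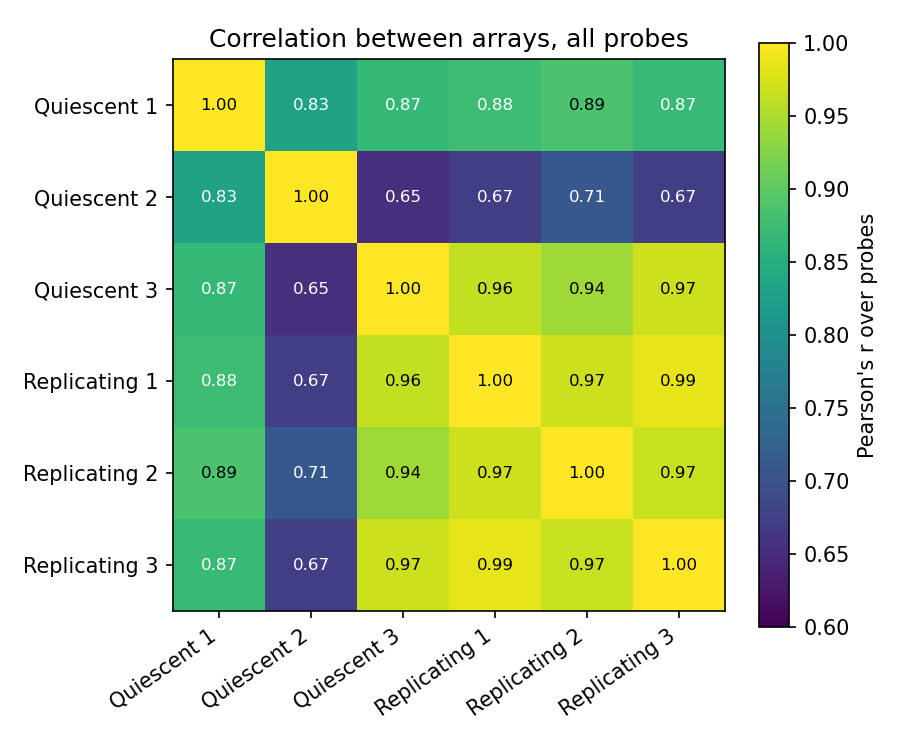
Pearson's r across all probes between each pair of the 6 arrays after normalization. Quiescent array 2 has an r between 0.65 and 0.71 with quiescent array 3 and the replicating arrays, and these 4 arrays have an r between 0.94 and 0.99 with each other.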

Heat-map of most changing genes revealed good clustering of the samples within each experimental group (Fig. 4A). Gene Ontology analysis of the replicating β-cell signature showed the expected enrichment of categories related to cell division and DNA replication, such as Cell Division (GO:0051301), Centrosome (GO:0005813), DNA-binding (GO:0003677) or ATP-binding (GO:0005524) (Fig. 4B,C). 

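The Gene Ontology, Biocarta, KEGG and Reactome sets were not used here; lists of genes written down in advance took their place. In the list of spindle, kinetochore and cytokinesis genes, 77 of the 81 genes on the array were higher in the replicating β-cells. Their median log2 ratio was 2.78, with medians of 3.14, 2.63 and 2.66 in preparations 1, 2 and 3. Random lists of the same size and brightness had a 95th percentile of 0.27. The list lay above all other genes in limma's camera test (Benjamini-Hochberg adjusted p = 1.4e-51 over the 4 cell-cycle lists). At an unadjusted p of at most 0.05, 63 of its genes were higher and 0 lower; 61 passed an adjusted p of 0.05 when adjusted over the list alone and 0 when adjusted over all probes. Table 2 holds 21 of these genes, chosen by the study on the same arrays. In the DNA replication list, 31 of the 34 genes on the array were higher, with a median log2 ratio of 1.07 and medians of 1.24, 1.5 and 0.88 in the 3 preparations. Its 95th percentile for random lists was 0.30 and its adjusted p from camera was 2.0e-14. Of these genes, 19 were higher at the unadjusted p, and 14 passed when adjusted over the list alone. Under fry, which estimates the correlation between genes, both lists held, with an adjusted p of 0.00184 for the spindle list and 0.0117 for the DNA replication list. Under fry the DNA replication list was no longer past 0.05 without preparation 1 or 2, nor the spindle list without preparation 2 (adjusted p = 0.0547). The spindle median moved most with normexp at an offset of 0, to 3.45.

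**Figure D3:**
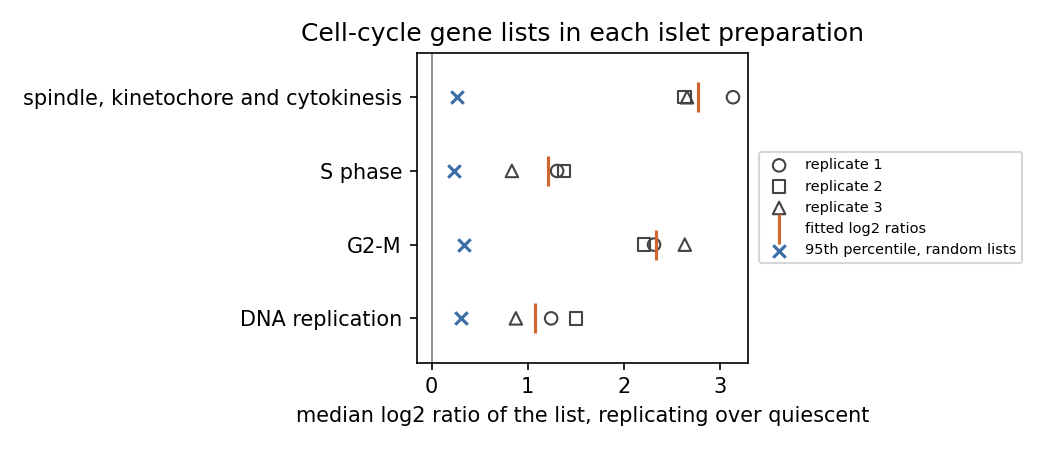
Median log2 ratio, replicating over quiescent, of 4 cell-cycle gene lists in each islet preparation (open symbols) and over the fitted ratios (bars). Crosses mark the 95th percentile of the medians of 10000 random lists of the same size and brightness, between 0.23 and 0.34; every open symbol lies to their right, the lowest at 0.83.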

Comparable results were obtained with the EnrichR and GSEA software indicating the consistency of the functional analysis.

**Figure 4:**
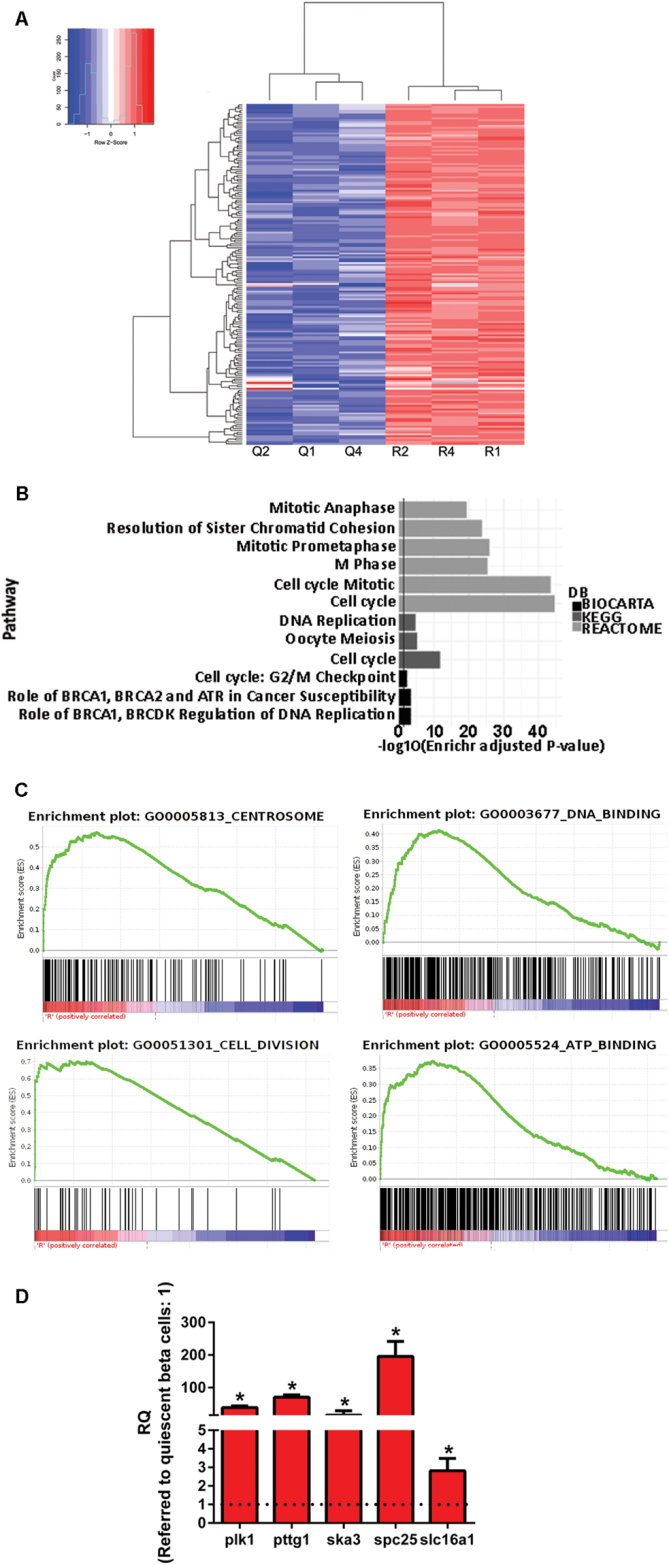
Genetic programme of replicating β-cells. (**A**) Heat-map of most changing genes. Selection according to p-value < 0.001 and absolute linear fold change > 2. Q: quiescent β-cells; R: replicating β-cells. (**B**) EnrichR analysis of most changing genes. Relevant and significantly enriched gene sets from Biocarta, KEGG and Reactome data bases are represented in the bar-plot. (**C**) Gene Set Enrichment Analysis showing selected Rat Gene Ontology data sets enriched in the replicating β-cells compared to the quiescent β-cells. (**D**) Quantitative RT-PCR determination of mRNA levels of selected genes from the top regulated transcripts unveiled in the gene array. Values are means ± SEM of n = 4. *p < 0.05 *vs* quiescent β-cells.

The genes most significantly upregulated in replicating β-cells are mainly involved in the control of G2-M phases of the cell-cycle (Table 2 and Fig. 4D). 

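All 30 genes of Table 2 were found on the array and were higher in the replicating β-cells in each of the 3 preparations. Where a gene had several probes, the brightest over all 6 arrays was taken. Their log2 ratios lay between 3.41 and 5.60, or 10.6-fold and 48.6-fold, with a median of 4.44. The medians in preparations 1, 2 and 3 were 4.73, 4.39 and 4.24. The largest unadjusted p among them was 0.000584 and the smallest adjusted p over all probes was 0.0863. All 30 passed an adjusted p of 0.05 in limma when adjusted over the list alone, which is not independent evidence, because the study chose the list on these arrays. *Ndc80*, on chromosome 9 of the rat build rn4, had the largest ratio, 5.60 (standard error 0.42), with 5.33, 6.50 and 4.98 in the 3 preparations; its other probes gave 3.20 and 3.59. Other probes of *Nek2* and *Cenpw* had ratios of 0.12 and 0.99. *Arhgap11a* was well above background on 2 of the 3 quiescent arrays. *Ect2* was not well above background on any quiescent array, so the size of its own ratio is not given. *Rrm2* varied most between preparations, with log2 ratios of 4.86, 2.79 and 5.85. With Feature Extraction's processed signal the median of the 30 genes was 5.11. A list of 52 G2-M genes on the array, fixed in advance, had a median log2 ratio of 2.34, and 44 of them were higher. A list of 43 S phase genes had a median of 1.21, and 35 were higher. The difference of 1.13 had p = 0.00244 in a two-sided permutation test of genes between the lists with 100000 resamples, across genes that are not independent replicates.

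**Figure D4:**
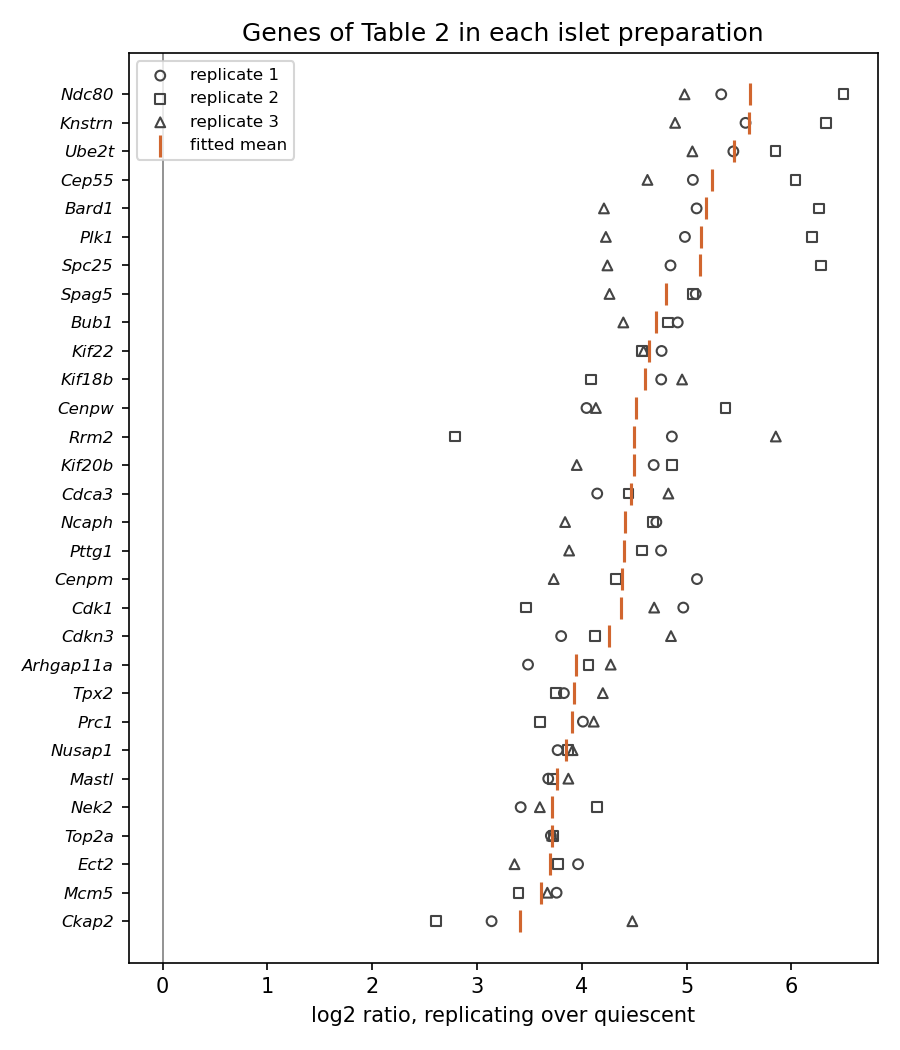
Log2 ratio, replicating over quiescent, of the 30 genes of Table 2 in each islet preparation (open symbols) and as the fitted mean (bars). All symbols lie above 0, and *Ckap2* in preparation 2 has the lowest ratio, 2.61. The ratios of *Ect2* are uncertain in size, as its probe was not well above background on any quiescent array.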

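*Slc16a1* was measured by 1 probe, which the files place on chromosome 2 of rn4 from 199879777 to 199879836, without saying in which part of the gene. Its normalized log2 value was 8.30 ± 0.27 (SD, n = 3) on the replicating arrays and 7.06 ± 0.80 (SD, n = 3) on the quiescent arrays. The probe was well above background on all 6 arrays. The log2 ratio was 1.25 (standard error 0.39), or 2.37-fold, with 1.52, 1.71 and 0.51 in preparations 1, 2 and 3. In limma the unadjusted p was 0.0208 and the adjusted p with Benjamini-Hochberg adjustment was 0.469. The unadjusted p rose to 0.0941 with Feature Extraction's processed signal, to 0.100 with scaling to the 75th percentile, and to 0.143 without preparation 1.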

Interestingly, the *Slc16a1* gene that encodes for the Monocarboxilate transporter 1, which conveys pyruvate and lactate through the plasma membrane and its expression is negligible in mature β-cells, was significantly upregulated in replicating β-cells.

**Table 2:** Top 30 genes upregulated in replicating β-cells, sorted from lowest p-value.

Gene symbol	Description	FC	P value
Rrm2	Ribonucleotide reductase M2	40,52	9,72E-06
Ube2t	Ubiquitin-conjugating enzyme E2T	42,69	1,30E-05
Kif22	Kinesin family member 22	25,02	1,92E-05
Bub1	BUB1 mitotic checkpoint serine/threonine kinase	26,30	2,04E-05
Knstrn	Kinetochore-localized astrin/SPAG5 binding protein	47,61	2,38E-05
Cdca3	Cell division cycle associated 3	23,95	2,79E-05
Spag5	Sperm associated antigen 5	29,37	2,96E-05
Cdk1	Cyclin-dependent kinase 1	25,18	3,16E-05
Ckap2	Cytoskeleton associated protein 2	18,21	3,41E-05
Cep55	Centrosomal protein 55	37,72	3,78E-05
Ndc80	NDC80 kinetochore complex component	48,38	3,84E-05
Kif18b	Kinesin family member 18B	24,19	4,00E-05
Kif20b	Kinesin family member 20B	22,55	4,05E-05
Nusap1	Nucleolar and spindle associated protein 1	15,16	4,47E-05
Pttg1	Pituitary tumor-transforming 1/Securin	20,38	4,49E-05
Ncaph	non-SMC condensin I complex, subunit H, transcript variant X1	22,15	4,52E-05
Top2a	Topoisomerase (DNA) II alpha (Top2a)	15,13	4,82E-05
Tpx2	TPX2, microtubule-associated	15,63	4,85E-05
Mcm5	Minichromosome maintenance complex component 5, transcript variant X1	14,84	5,21E-05
Mastl	Microtubule associated serine/threonine kinase-like, transcript variant X1	13,74	5,38E-05
Prc1	Protein regulator of cytokinesis 1	15,36	5,43E-05
Arhgap11a	Rho GTPase activating protein 11A	15,68	6,44E-05
Ect2	Epithelial cell transforming 2	12,77	6,90E-05
Cdkn3	Cyclin-dependent kinase inhibitor 3	18,65	7,60E-05
Plk1	Polo-like kinase 1	33,58	7,85E-05
Cenpw	Centromere protein W	23,25	8,12E-05
Nek2	NIMA-related kinase 2	13,50	8,38E-05
Cenpm	Centromere protein M	22,09	8,42E-05
Bard1	BRCA1 associated RING domain 1	36,16	9,46E-05
Spc25	SPC25, NDC80 kinetochore complex component	35,49	1,03E-04

FC: Fold Change of gene expression in replicating vs quiescent β-cells.

## Discussion

This study reports a method for the purification of replicating and quiescent pancreatic β-cells for downstream gene expression analysis. This technique is based on the incorporation of EdU to the replicating DNA strands during the S phase of the cell cycle, and makes it compatible with diverse experimental designs and animal species.

Nucleotide analogues have been extensively used for the identification of replicating cells. However, long term exposure to BrdU and IdU has been associated with DNA instability, DNA stress and cell death^17^. In the present study we have determined the effects of long-term EdU exposure on β-cell replication and survival. We show that β-cell replication and viability are unaffected in cultured islets exposed to 10 μM of EdU for 7 days; whereas longer exposure has a negative impact on β-cell survival.

EdU, in contrast to other thymidine analogues such as IdU, CldU or BrdU, does not require the use of HCL-based DNA denaturation for antigen retrieval and its visualization is free from secondary antibodies^7^, which results in the use of milder and quicker protocols for its detection and preserves RNA integrity. However, cell fixation with PFA, a mandatory step in the EdU labelling by Click reaction, significantly influenced RNA extraction yield. PFA fixation is assigned to its reactivity and ability to modify proteins and nucleic acid bases resulting in RNA-protein cross-linking^28^, which compromises RNA isolation from fixed cells. Accordingly, the inclusion of a protein digestion step in the RNA extraction protocol, with the addition of Proteinase K in the cell lysis buffer, significantly improved the quality and yield of the RNA.

Islet cell sorting according to cell size, granularity and NG labelling resulted in pure β-cell preparations. Notably, amylase and keratin 20 RNAs were undetectable in β-cell preparations. However, non β-cell pancreatic islet hormones (glucagon, somatostatin and pancreatic polypeptide) RNAs were detectable in some samples, indicating that contamination with endocrine non β-cells was not completely avoided.

Differential gene expression showed the expected upregulation of cell cycle –related genes in the replicating β-cell fraction, which confirms the replicative nature of the sorted cells. Additionally, *Foxo1* was significantly downregulated in replicating β-cells. Nuclear accumulation of Foxo1 has been related to cell longevity, indeed, increased Foxo1 expression has been found in aged β-cells which are largely quiescent^29,30^. Therefore, the lower expression of *foxo1* in replicating β-cells is in accordance with the inverse relationship between Foxo1 expression and β-cell replication. Finally, insulin 2 gene expression was downregulated in replicating β-cells. In accordance with our results, recent reports have shown a significant reduction on insulin synthesis prior to β-cell replication^31,32^.

Global transcriptome of replicating and quiescent β-cell fractions showed an enrichment in cell-cycle-related categories such as centrosome, DNA-replication and DNA-binding indicating that the EdU-based sorting method efficiently provided pure preparations of replicating β-cells. 

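In preparations 1, 2 and 3 the median log2 ratio of the G2-M genes was 2.31, 2.21 and 2.63, and that of the S phase genes 1.31, 1.37 and 0.83. At an unadjusted p of at most 0.05, 38 G2-M and 23 S phase genes were higher in the replicating β-cells and 0 of either list lower. When adjusted over the list alone, 36 of the G2-M and 20 of the S phase genes passed an adjusted p of 0.05 in limma, and 0 of either list when adjusted over all probes. Table 2 holds 11 of the G2-M genes and 2 of the S phase genes. The adjusted p from camera was 1.2e-29 for the G2-M list and 2.9e-14 for the S phase list, and under fry the adjusted p was 0.00312 and 0.00655. Neither list was past 0.05 under fry without preparation 1 or 2, nor the S phase list with the processed signal or 75th percentile scaling. From the enrichment of cell-cycle categories on the arrays, the paper concludes that EdU-based sorting gave pure preparations of replicating β-cells. Its evidence on purity also includes counts of sorted cells stained for EdU, insulin and c-peptide, and qPCR of markers of other cell types.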

Key components of the G2 and M phases of the cell-cycle were identified in replicating β-cells. Of note, *FoxM1*, *plk1* and *cenp* were upregulated in replicating β-cells. This axis has been shown to play a crucial role in insulin-stimulated β-cell proliferation^33–35^. 

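*Foxm1* had a log2 ratio of 3.38 (standard error 0.35, adjusted p = 0.110 from limma), with 3.89, 3.07 and 3.17 in preparations 1, 2 and 3. Its probe lies on chromosome 4 of rn4 from 165394514 to 165394573, and another, dimmer probe of the gene had a ratio of 0.51. With the median over both probes the ratio was 1.94. *Plk1*, measured on chromosome 1 from 181012641 to 181012700, had a ratio of 5.14 (standard error 0.47, adjusted p = 0.0911), with 4.98, 6.20 and 4.23 in the 3 preparations. The array carries 17 genes whose symbol starts with *Cenp*. Of these, 16 had a ratio above 0 and 12 were higher in all 3 preparations. Their ratios ranged from -0.17 for *Cenpj* to 4.52 for *Cenpw*, with a median of 2.07. At an unadjusted p of at most 0.05, 12 were higher, and 11 passed an adjusted p of 0.05 when adjusted over the list alone, against 0 over all probes. Across the processing alternatives between 8 and 13 of them were higher at the unadjusted p. *Cenpa*, *Cenpk* and *Cenpo* each had another probe with a ratio below 0, and *Cenpf* lacked a value in preparation 2.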

Other regulators of the M phase of the cell-cycle such as *pttg1* (Pituitary Tumor-Transforming 1, securin), *ska3* (Spindle and Kinetochore Associated Complex Subunit 3) and *spc25* (SPC25, NDC80 Kinetochore Complex Component) with unclear roles in β-cell expansion, were also upregulated in replicating β-cells. 

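*Pttg1* (chromosome 10 of rn4, 28527480 to 28527539) had a normalized log2 value of 12.33 ± 0.09 (SD, n = 3) on the replicating and 7.93 ± 0.46 (SD, n = 3) on the quiescent arrays. Its ratio of 4.40 (standard error 0.35) was seen as 4.76, 4.58 and 3.88 in preparations 1, 2 and 3. *Ska3* (chromosome 15, 36847914 to 36847973) rose from 6.98 ± 0.50 to 10.64 ± 0.16 (SD, n = 3), a ratio of 3.66 with 4.26, 3.68 and 3.03 in the preparations; its dimmer probe gave 2.43. *Spc25* (chromosome 3, 51361186 to 51361245) rose from 7.23 ± 0.70 to 12.36 ± 0.36 (SD, n = 3), a ratio of 5.13 with 4.85, 6.28 and 4.24. Adjusted over all probes by limma with Benjamini-Hochberg adjustment, p was 0.0863, 0.110 and 0.0971 for the 3 genes. The lowest ratio under any processing alternative was 4.04 for *Pttg1*, 3.04 for *Ska3* and 4.55 for *Spc25*.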

Another gene that was significantly induced in replicating β-cells was *Slc16a1* that encodes for monocarboxilate transporter 1 (MCT1). Expression of MCT1 is specifically repressed in adult β-cells which prevents lactate and pyruvate permeability through the plasma membrane, and allows for accurate glucose-induced insulin secretion^36,37^. Thus, replicating β-cells could incur in inappropriate insulin release in response to glucose levels. Further work will reveal whether the genetic program of cycling β-cells is completely restored in daughter cells after mitosis.

In summary, we present a method that allows for the isolation of replicating β-cells, even in situations where they are very scarce. We anticipate that it will be particularly useful for the study of β-cell replication of human islets, in which replicating β-cells are infrequent.

Therefore, we expect this method to have a broad applicability in the study of β-cell proliferation in the context of diabetes and β-cell regeneration.

## Electronic supplementary material

Supplementary figure 1

# Supplementary material for: Purification of replicating pancreatic β-cells for gene expression studies
**Source:** Sci Rep. 2017 Dec 13;7:17515. doi: 10.1038/s41598-017-17776-2
**Supplement:** Supplementary file 1 — Supplementary figure 1

**TITLE:** Purification of replicating pancreatic  $\beta$ -cells for gene expression studies.

**AUTHORS:** Reyes Carballar<sup>3\*</sup>, Maria de Lluc Canyelles<sup>3\*</sup>, Claudia Fernández<sup>1,2,3\*</sup>, Yasmina Martí<sup>3</sup>, Sarah Bonnin<sup>4</sup>, Esther Castaño<sup>5</sup>, Eduard Montanya<sup>1,2,3,6</sup>, Noèlia Téllez<sup>1,2,3</sup>

**Supplementary figures**

## Supplementary figure 1

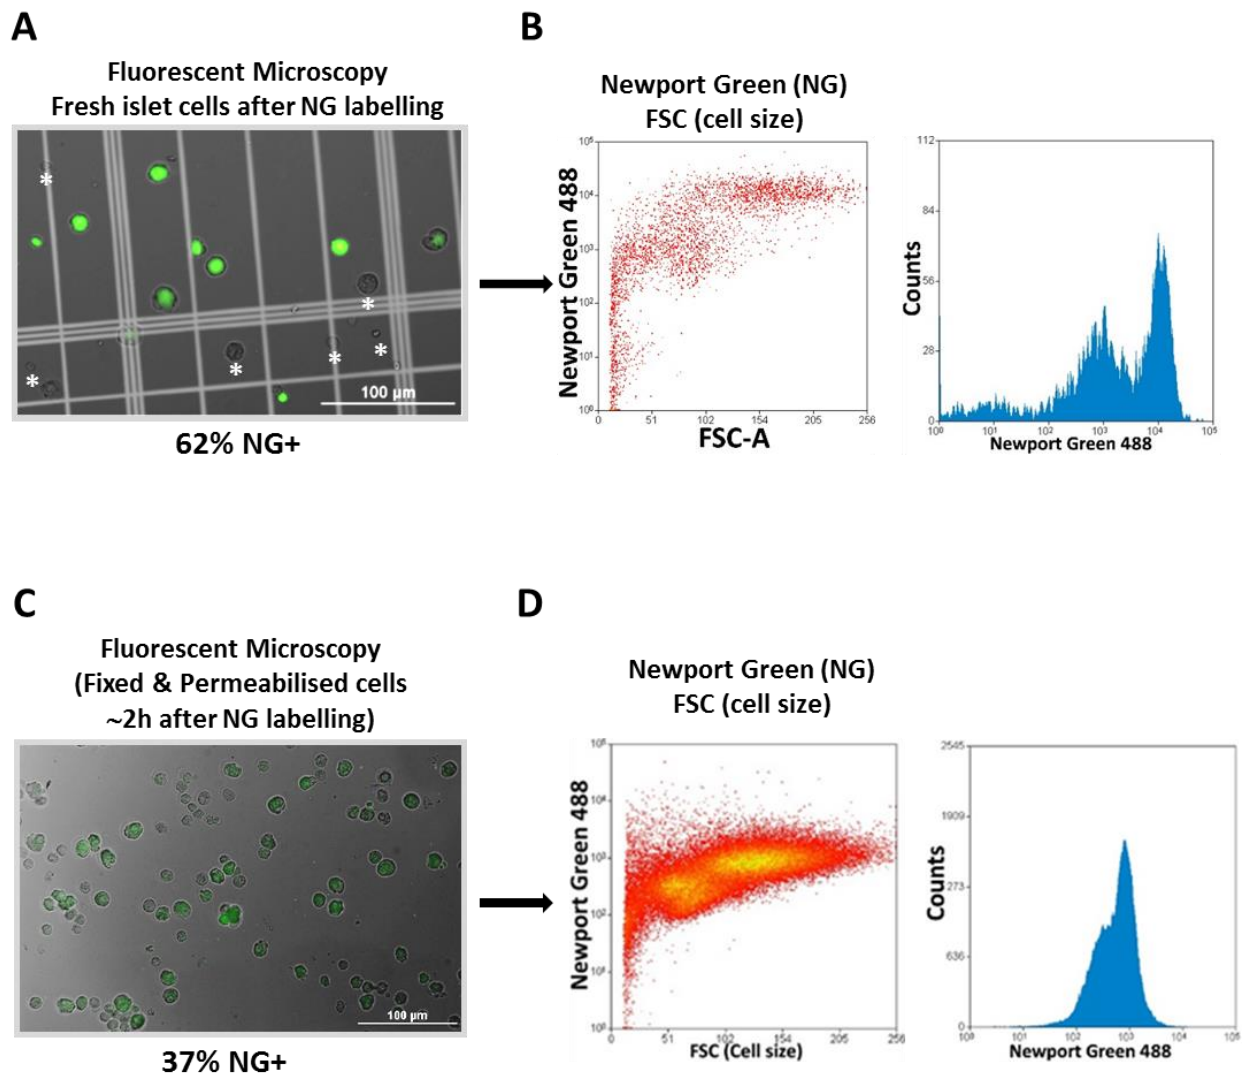

**Supplementary figure 1. Effects of PFA fixation on NPG labelling.** A-C) Fluorescent microscopy and B-D) flow cytometry-based analysis of dispersed islet cells labelled with NPG. A) Representative image and B) representative plots of NPG detection in islet cells analyzed immediately after NPG labelling. C) and D) representative image and plots of NPG detection in cells analyzed after fixation and permeabilization following NPG labelling.

How the deposited data were processed for this re-analysis (not part of the article)

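Global gene expression was measured on 6 arrays of 1 colour (Cy3), from replicating and quiescent β-cells sorted from 3 islet preparations of 4 rats each. All 6 arrays lay on 1 slide. The authors amplified the RNA by whole transcriptome amplification, scanned the arrays and read them with Agilent Feature Extraction 10.7.3.1, whose files give each spot an intensity, a local background and marks for outliers, saturation and signal well above background. These intensity values were deposited without normalization between arrays. The authors also deposited log2 values per spot, after normexp and quantile normalization. These had a Spearman's rho of 1 with the values computed here on each array and differed from them by at most 0.12. The files give probe positions on the rat build rn4.

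The mean intensity and the median local background of each spot were corrected with normexp at an offset of 50 and quantile normalized over all spots in limma 3.58.1 with R 4.3.3; data.table 1.17.8 read the files. Control spots were left out afterwards, spots marked as outliers were set to missing, and the spots of a probe were averaged: 43279 probes had a single spot, 969 had 2 and 1350 had 10. This left 45598 probes, 44652 of them with a value on every array. A probe was named by the gene of its systematic name in a table of RefSeq genes of the assembly GRCr8 (21109 probes), by another of its accessions (2754 probes), or by the name in the array files (21735 probes); that table was used for names only. In all, 27885 probes carried the symbol of 20168 genes. A gene with several probes was represented by the probe with the highest mean log2 value over all 6 arrays, which does not use the groups. No ratio is printed in the text for a named gene whose probe was not well above background on any array of a group, such as *Ect2*. Such genes still enter the counts, medians and figures. With such genes raised, where they read lower, to the lowest signal well above background on the array, which is no strict limit, the medians of the gene lists were the same.

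Each probe was tested with limma (lmFit and eBayes) with the islet preparation as a block, as in the study's methods. Adjusted p is by Benjamini-Hochberg over all probes unless said otherwise. The pairing comes from the labels and the methods, which give 1 replicating and 1 quiescent sample per islet preparation. The deviations of paired arrays from their group means had an r of 0.0573, 0.242 and 0.257 across probes. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, on 1 probe per gene, and their medians were set against 10000 random lists of the same size, matched on mean log2 value in 20 bins. The 4 cell-cycle lists were DNA replication, spindle, kinetochore and cytokinesis, G2-M, and S phase. The 14 lists of the closing section were alpha, delta, PP, acinar, duct, endothelial, immune, and fibroblast and stellate cell markers, beta cell identity, genes repressed in beta cells, p53 targets, early response to dissociation, cytosolic ribosomal proteins and oxidative phosphorylation. The design, the lists, the rule for the genes named and all alternatives but those marked otherwise were fixed before the data were examined. The genes named are those of Table 2, those the study names from the arrays or measured by qPCR, the *Cenp* genes, members of the lists with an unadjusted p under 0.001, and the largest changes in each direction among probes past p 0.001 and a fold change of 2 with the same sign in all 3 preparations; no lower probe met these. Not every gene that meets this rule is reported here.

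The fit was tested on simulated data for the comparison of replicating against quiescent cells: among 45598 simulated probes 200 were changed by known amounts. At an unadjusted p of at most 0.05 and an absolute log2 ratio of at least 1, 77% of the changed probes were recovered, and 1295 unchanged probes passed as well; 5.72% of the unchanged probes passed the p alone. At the adjusted p 0 were recovered. Fitted ratios had a slope of 0.99 on the true ones. The simulated noise was drawn independently for each array, with the same spread of a probe on every array. The real quiescent arrays differed more from each other than the replicating arrays did, so these rates need not hold for the real data.

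The alternatives were normexp offsets of 0 and 16, Feature Extraction's processed signal scaled to each array's 75th percentile, that scaling or cyclic loess of the normexp values, only probes well above background on every array of at least 1 group, spots marked as outliers kept, no block, a variance trend, the median over the probes of a gene, each preparation left out in turn, and the deposited log2 values. All arrays had the same scan, so no slide or scan block was fitted. The Gene Ontology and EnrichR sets were not used here, and the qPCR, cell sorting and culture experiments were not analysed here.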

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

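The tests of alpha cells among the sorted cells and of brightness for the ribosomal protein genes, and the use of the 5 brightest genes of a list in each test of cell types, were chosen only after the result was seen. Of the 14 lists of cell types and states, whose genes the paper mostly does not discuss, 7 were higher in the replicating β-cells past a Benjamini-Hochberg adjusted p of 0.05 in limma's camera test, and 0 under fry. Splitting the 6 arrays in other ways shows how little 3 arrays per group can exclude. Without a block the real grouping gave 6 lists past camera, and 4 of the 10 groupings, the real one included, gave as many; the most in any other grouping was 9. Chance cannot be excluded for the number of lists. The difference between replicating and quiescent cells, which the design names, stays open for each list below and was not tested against these other explanations.

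The fibroblast and stellate cell list had a median log2 ratio of 0.97, with 1.58, 0.76 and 1.14 in preparations 1, 2 and 3 (adjusted p = 2.9e-08 from camera; 0.219 under fry). Of its 20 genes 18 were higher, 10 of them at an unadjusted p of at most 0.05; 8 passed when adjusted over the list alone and 0 over all probes. Under the alternatives the median lay between 0.72 and 1.55. On all 6 arrays, 18 genes were well above background; 1 is also in the list of genes repressed in beta cells and *Vim* and *Acta2* are among the study's qPCR genes. A rise shared by all probes of similar brightness is argued against: the median stood at percentile 99.99 of matched random lists. More fibroblasts or stellate cells among the EdU-positive cells may contribute, since the 5 brightest genes of the list had a median ratio of 1.61, with 2.48, 2.14 and 2.53 in the preparations. These were *Col1a2* at 2.97, *Col1a1* at 1.58, *Col3a1* at 3.08, *Sparc* at 0.99 and *Mgp* at 1.61; *Col6a3*, less bright, was at 3.05. *Col1a1*, *Sparc* and *Mgp*, like the alpha cell genes below other than *Gcg*, are named after their values were seen. *Col1a1* and *Sparc* fell slightly in preparation 2. Expression of these genes by β-cells themselves stays open, as sorted pools do not separate it from other cells.

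The alpha cell list had a median of 0.79, with 0.47, 0.98 and 0.45 in the preparations (adjusted p = 0.032 from camera; 0.219 under fry), and 7 of its 10 genes were higher. Of these, 1 passed when adjusted over the list alone. It stood at percentile 99.9 of matched random lists, which argues against brightness as the whole cause. Whether more alpha cells were sorted with the EdU-positive cells cannot be told apart from other causes. The 5 brightest genes had a median of 1.45, but 0.82, 3.18 and -0.27 in preparations 1, 2 and 3. *Gcg* (1.29, 3.18 and 2.50) and *Gc* (1.40, 3.58 and 0.60) were higher in every preparation. *Peg3* and *Tmem27* were lower in preparation 3, and *Slc7a2* was lower over the 3 preparations at -0.58. In camera the list was no longer past the threshold with the processed signal (adjusted p = 0.0659), without a block (adjusted p = 0.0976), with the median over probes (adjusted p = 0.0674), and without preparation 2 (adjusted p = 0.0545) or 3 (adjusted p = 0.15). Under the other alternatives the adjusted p lay between 0.012 and 0.0463.

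p53 targets had a median of 0.80 (0.60, 1.58 and 0.16 in the preparations; adjusted p = 0.000301 from camera, 0.219 under fry), with 20 of 24 genes higher and 5 passing when adjusted over the list alone. Genes repressed in beta cells, which hold *Slc16a1*, had a median of 0.62 (0.79, 1.23 and 0.18; adjusted p = 0.00227, 0.219 under fry), with 17 of 22 higher and 2 passing when adjusted over the list alone. Early response to dissociation genes had a median of 0.67 (0.65, 1.45 and -0.10; adjusted p = 0.00882, 0.671 under fry), with 21 of 26 higher. Oxidative phosphorylation genes had a median of 0.48 (0.26, 1.41 and -0.11; adjusted p = 0.000749, 0.671 under fry), with 37 of 43 higher. In both of these 0 genes passed when adjusted over the list alone, by limma, and 2 and 6 were higher at an unadjusted p of at most 0.05. The medians stood at percentiles 99.97, 99.47, 99.92 and 99.49 of random lists of like brightness, which argues against a rise shared by such probes as the whole cause. Preparation 2 weighs heavily: without it the dissociation list had a median of 0.12 (adjusted p = 0.386) and the oxidative phosphorylation list 0.11 (adjusted p = 0.289), while the p53 list, at 0.28 (adjusted p = 0.000488), and the list of genes repressed in beta cells, at 0.52 (adjusted p = 0.000488), stayed past the threshold. Quiescent array 2, the array least like the others, enters that preparation. Quiescent array 1 also stands apart, as described below, and stays in the fit without preparation 2. That fit therefore cannot clear any of these lists. In preparation 3, which holds neither array, the medians were 0.16 for the p53 list and 0.18 for the genes repressed in beta cells. The quality of quiescent arrays 1 and 2 stays open as a cause for the p53, repressed-gene, dissociation and oxidative phosphorylation lists.

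Cytosolic ribosomal protein genes had a median of 0.20 (0.25, 0.27 and 0.06; adjusted p = 0.0316 from camera, 0.219 under fry), with 48 of 58 higher, 2 at an unadjusted p of at most 0.05 and 0 when adjusted over the list alone. This rise may be shared by bright probes at large, since its median stood at percentile 77.99 of matched random lists. Cyclic loess brought it to 0.02 (adjusted p = 0.81), the highest adjusted p among the alternatives; the lowest was 1.3e-05 with the processed signal.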

How the results depend on the processing

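The alternatives that count each spot of a probe, run for the counts of probes only, were chosen only after the result was seen. No list, gene or count past its threshold changed sign, but medians of lists not past it did. All 30 genes of Table 2 were higher at an unadjusted p of at most 0.05 under each of the 14 other alternatives. The spindle list kept a median between 2.47 and 3.45, the DNA replication list between 0.88 and 1.37, the G2-M list between 2.19 and 2.55 and the S phase list between 0.94 and 1.53, each past camera's threshold under these 14. Under fry, adjusted over the 4 lists, the spindle list was not past 0.05 without preparation 2 (adjusted p = 0.0547), nor were the DNA replication list without preparation 1 (adjusted p = 0.117) or 2 (0.105), the G2-M list without preparation 1 (0.077) or 2 (0.0547), and the S phase list without preparation 1 (0.0535) or 2 (0.105), with the processed signal (0.0709) and with 75th percentile scaling (0.0515). The difference of the mean r within groups from that between groups, on all probes, ranged from -0.01 to 0.11 and was below 0 without preparation 1. The G2-M median exceeded the S phase median by 0.99 to 1.40. Of all the values compared, 180 counts and medians for the comparisons stayed on their side of the threshold or moved by less than the limits set, and 42 moved by more. Of the values for single genes, lists and the median of all probes, 311 did so, 5 moved by more, all of them that median, 17 were no longer past the threshold and 3 came to pass it. The 17 belong to *Slc16a1* and the alpha cell, ribosomal protein, dissociation and oxidative phosphorylation lists, the 3 to the immune cell list.

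The counts of probes moved more. At p 0.05 and log2 ratio 1, where the main processing called 4136 probes (50.4% of them higher), 75th percentile scaling called 7458, of which 5862 were lower and 21.4% higher. The processed signal called 662 higher and 3193 lower, or 17.2% higher. These scalings moved the median log2 ratio of all probes from -0.07 to -0.39 and -0.71, so that more calls fell on the lower side. Without a block, that is unpaired, 928 were lower (67.3% of calls higher) and 102 passed the adjusted p; the block changed no other call except that of the alpha cell list (adjusted p = 0.0976 without it). Per gene, by the median over its probes, there were 1739, 1127 higher and 612 lower (64.8% higher), and 32 passed the adjusted p. Fewer features were tested per gene, and the cause of the larger share of higher calls was not tested. With every spot counted 3526 were higher (61.7% of calls), and 3445 (62.8%) with the deposited log2 values and spots marked as outliers kept; at p 0.001 and fold 2 these called 345 and 355.

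Against 0 at the adjusted p by limma, 719 probes passed with 75th percentile scaling, 204 with cyclic loess, 72 with a variance trend and 30 with dim probes left out. Leaving out dim probes tested fewer probes; for the other alternatives the cause was not tested. At p 0.001 and fold 2, against 174 with 0 lower, scaling gave 809 with 491 lower, cyclic loess 389 with 14 lower, the processed signal 41 with 3 lower, and offset 0 gave 4 lower. The median of the Table 2 genes rose from 4.44 to 5.07 at offset 0, 4.79 at offset 16 and 5.11 with the processed signal; the cause was not tested.

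With each preparation left out in turn, the calls at p 0.05 and log2 ratio 1 ranged from 596 to 11015, with 531 to 5282 higher and 65 to 5733 lower. Between 0 and 164 passed the adjusted p, and 12 to 541 passed p 0.001 and fold 2, with 0 to 440 lower. The lists of cell types and states past camera numbered 4 to 6. Each of these fits has fewer arrays; why the preparations differ was not tested. Without preparation 1, 530 of the 531 higher probes but 35 of the 65 lower ones were among those called with all preparations; 89.1% of calls were higher. Without preparation 2 it was 1175 of 1467 and 1005 of 1147, and without preparation 3 1939 of 5282 and 2005 of 5733.

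Grouping the 6 arrays otherwise, without a block, 2 of the 10 groupings gave as many probes at p 0.05 and log2 ratio 1 as the real one (2834); the other, with quiescent arrays 1 and 2 and replicating array 2 on a side, gave 5620. At p 0.001 and fold 2, 1 of 10 did, the real one with 251; the next gave 57. The spindle list's median was as large in 1 of 10, at 2.73 against at most 1.05. With 10 groupings the share cannot fall under 0.1, so these groupings alone cannot exclude chance. Among the 4 groupings that part all 3 pairs, fitted with the block, the real one gave 4136 and 174, swapping the labels in pair 3 gave 3200 and 0, in pair 2 189 and 0, and in both 51 and 0.

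Signal over background limits dim genes: the ratio of *Ect2* is uncertain in size and is not printed in the text. Slide and scan were the same for all arrays, so a slide block was not run.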

Differences from the paper's values

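The counts with each spot taken singly were chosen only after the result was seen. The paper reports 3457 genes higher in the replicating β-cells at p 0.05 and log2 ratio 1, and 2083 probes were found here. Of the alternatives set before the data were examined, cyclic loess (2410) and normexp with offset 16 (2339) came within 1.5 times of the paper's count. Offset 0 (2137), the processed signal (662), 75th percentile scaling (1596), dim probes left out (2160), marked spots kept (2042), no block (1906), a variance trend (1982), the median over probes (1127), the deposited log2 values (2023), and leaving out preparation 1 (531), 2 (1467) or 3 (5282) did not. Counting every spot of a probe, which was chosen after seeing the values, gave 3526. Doing so on the deposited log2 values with marked spots kept, also chosen after seeing the values, gave 3445 higher, 2037 lower and 5482 in all, against the paper's 3457, 2043 and 5500.

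Table 2 places *Rrm2* at its head by p-value. By the brightest probe of each gene, *Rrm2* stood at place 85 among the named genes that were higher, with a p of 0.000584 from limma, and *Ube2t* came first with 9.1e-06. *Ckap2* stood at place 76. Of the 30 genes, 28 were among the first 30. By the probe with the lowest p of each gene, chosen after seeing the values, *Rrm2* stood at place 4 (33.1-fold) and *Ckap2* at place 10 (17.9-fold), and 29 of the genes were among the first 30. The fold changes of 28 of the 30 genes, *Ect2* among them despite its dim quiescent signal, lay within 1.5 times the paper's. *Rrm2* (22.6-fold) and *Ckap2* (10.6-fold) did not, but differed by less than the spread between preparations.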

Other observations

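The tests of the negative control spots and of the ranks before normalization, the receptor probes and quiescent array 1 after GC correction, and the use of the 5 brightest genes of a list, were chosen only after the result was seen. Quiescent arrays 1 and 2 differ from the other 4 arrays. Probes for olfactory and vomeronasal receptors, 1607 on the array and taken as not expressed in islets, had a median normalized log2 value of 7.38 on quiescent array 1 and 7.72 on quiescent array 2. On quiescent array 3 it was 6.57, and on replicating arrays 1, 2 and 3 it was 6.54, 6.68 and 6.55. The share of these probes well above background was 93.5%, 98.8% and 50.0% on quiescent arrays 1, 2 and 3, and between 47.5% and 54.0% on the replicating arrays. The lower of the 2 arrays lay 0.70 above the highest of the other 4. The lower probes of the comparison hold 173 receptor probes, 8.43% of them, and the higher probes 0 (Fisher's exact test, p = 5.2e-55, across probes that are not independent). A candidate explanation is signal on dim probes that does not come from islet transcripts, such as genomic DNA or nonspecific amplification product; its prediction was met by the difference of 0.70. The 173 probes largely follow from the same difference and are no separate test. Under this explanation part of the probes lower in replicating β-cells may reflect these quiescent arrays. The lower probes numbered 65 without preparation 1, 1147 without preparation 2 and 5733 without preparation 3.

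Other technical causes of the same pattern are argued against. Raised background of the array would show in the local background or on the negative control spots. The median local background of the non control spots was 26 and 25 on quiescent arrays 1 and 2, and between 24 and 27 on the other 4. After it was subtracted, the negative control spots of the brighter of the 2 arrays lay at -0.18 against the highest of the other 4 on the log2 scale. A trend with probe GC content is argued against as the whole cause. Removing it from each array shifted the probes of quiescent arrays 1 and 2 with a standard deviation of 0.63 and 0.82, but left the r with the other 4 at no more than 0.886 and 0.702, against 0.887 and 0.711 before, while the lowest r among those 4 was 0.943. The receptor medians were then 7.79 and 8.04, against at most 7.08 on the other 4. GC accounted for 3.69% and 4.50% of the variance of these arrays' deviations from the mean of the rest, so a part in the pattern stays open. Quantile normalization does not create the pattern: before it, the rank correlation of quiescent arrays 1 and 2 with the other 4 was at most 0.884 and 0.674, against at least 0.939 among those. Whether the cells, the RNA or the amplification of these samples differed was not tested.

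The other lists did not pass the adjusted p in camera. The immune cell list had a median of 0.27 (0.32, -0.72 and 0.82 in the preparations; adjusted p = 0.0948, 0.671 under fry), with 13 of 22 genes higher and 1 past when adjusted over the list alone. Its 5 brightest genes, *Itgam*, *Tyrobp*, *Laptm5*, *C1qb* and *Aif1*, named after their values were seen as are the endothelial genes, had a median of 0.026, with ratios of 0.14, -0.73, -0.58, 0.03 and 0.54. More immune cells among the EdU-positive cells stay possible but cannot be told apart from no difference, as the preparations differ in sign. Without preparation 2 the adjusted p was 3.6e-06, the range under the alternatives being up to 0.909. The endothelial list had a median of -0.01 with 8 of 16 genes higher (adjusted p = 0.945). Its 5 brightest genes had a median of -0.91, with *Vwf* at -0.91, *Cdh5* at -0.94 and *Ptprb* at -1.02, and *Plvap* at 1.32; members going both ways leave more endothelial cells undecided. The medians were 0.23 for acinar cells (adjusted p = 0.464), -0.19 for duct cells (0.985), -0.41 for delta cells (0.985), -0.02 for PP cells (0.932) and -0.17 for beta cell identity (0.932). In these 0, 1, 0, 0 and 0 genes passed when adjusted over the list alone by limma, and 2, 1, 2, 1 and 1 were higher and 0, 0, 1, 0 and 1 lower at an unadjusted p of at most 0.05. The lower ones, named after their values were seen, were *Lepr* for delta cells, which was not well above background on any replicating array, so that its ratio is not given, and *Mafa* at -1.0 for beta cell identity. Among the higher ones were *Sst* at 1.70 for delta cells and *Ppy* at 1.24 for PP cells, each higher in all 3 preparations. Of the delta and PP lists, 4 of 7 and 3 of 5 genes were lower. Their brightest genes were not tested, so more delta or PP cells among the EdU-positive cells stay undecided. The medians stood at percentiles 83.7, 17.4, 14.7, 47.8 and 1.52 of matched random lists. The signs of the medians of these lists, and of the immune and endothelial lists, changed under some alternatives.

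Genes that the study measured by qPCR had the following log2 ratios on the arrays. *Foxo1* fell by 0.44 and was lower in 3 of 3 preparations, and *Ins2* was at 0.42 and higher in 2 of 3, neither at an unadjusted p under 0.05 in limma; the paper reports both as downregulated by qPCR. *Mki67* was at 2.36, *Pcna* at 1.68 and *Ezh2* at 1.28, and *Gcg* was at 2.32, *Sst* at 1.70, *Ppy* at 1.24 and *Vim* at 1.83. These 7 genes were higher in 3 of 3 preparations at an unadjusted p under 0.05. *Bmi1* was at 0.27 and *Hdac5* at 0.84, *Pecam1* at 0.63 and *Acta2* at 0.25. *Amy2a3* was at 0.23 and *Krt20* at -1.75, with probes well above background on all 6 arrays. *Hprt1* was at 0.90 and *Rpl30* at 0.29. For all genes of this paragraph limma's adjusted p with Benjamini-Hochberg adjustment was at least 0.425.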
